A study of Homo sapiens with 4 samples.

How the data were processed

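Sections of GS3 and SC31 tumours grown in NOD-SCID/IL2Rγ-deficient mice, which were 9 to 11 weeks old at implantation per the labels, were cut at 10 µm from fresh-frozen tissue and processed with the Visium kit. The E2 arm received a pellet with 1 mg of E2. Space Ranger, the software of the assay's maker, gave the deposited counts, version 1.2.0 for GS3 placebo, GS3 E2 and SC31 placebo and version 1.0.0 for SC31 E2, per the file headers. In SC31 the software version therefore differed together with the treatment. The deposited files hold raw UMI counts per gene and spot for 36601 human features and 32285 mouse features in 1 matrix, named for the builds GRCh38 and mm10, and no step after counting is recorded. The annotation release, the way tissue spots were marked and the sequencing depth in reads are not stated in the labels or headers. Of 4992 array spots per section, 2330, 2863, 1967 and 2163 were marked as over tissue in GS3 placebo, GS3 E2, SC31 placebo and SC31 E2, and they matched the barcodes of the matrices exactly.

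Spots with at least 500 UMIs of both species were used, which left out 1, 1, 3 and 6 spots in the same order. Counts were summed over the spots of a section and divided by the UMIs of the same species, as UMIs per 1000000 (CPM). Log2 ratios were taken after adding 0.5 UMIs to each sum. Sums carry exact Poisson 95% intervals and shares exact Clopper-Pearson intervals. Intervals of gene ratios and region ratios set the lower 95% limit of 1 side against the upper limit of the other, so they are wider than 95%. 1 section stood for each group, so these intervals cover counting error and not the difference between tumours or animals. A gene with 0 UMIs was given as a bound against 3 UMIs in its section. Spots were treated as parts of a section and not as replicates, except in the intervals for Aqp5 in a closing section, which resampled spots. A spot can hold several cells of either species, so no cell types were assigned, no doublet caller was run and regions are named by their leading genes.

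Gene lists, the rule for named genes and the alternatives were fixed before the data were examined, unless stated otherwise. There are 9 human lists, 11 mouse lists and a panel of 19 human genes, and 1 panel gene and 1 test on UBB, whose outcome was unclear, are not reported here. Mouse interferon orthologues and plasma cell genes were added after the data were seen, for the closing sections only. No gene was in more than 1 list. The panel shares 5 genes with the estrogen response list, 5 with the luminal list, 2 with G2/M and 2 with the basal and mesenchymal list. The human lists cover estrogen response, S phase, G2/M, hypoxia, interferon, unfolded protein, luminal, basal and mesenchymal and oxidative phosphorylation genes. The mouse lists cover fibroblast, endothelial, macrophage, neutrophil, adipocyte, mural, skeletal muscle, mammary epithelium, erythroid, estrogen target and S and G2/M genes. A list is summarised by the median log2 ratio of members with at least 20 UMIs over both sections, where at least 3 members qualify. Its interval comes from 1000 Poisson draws of the counts, and its percentile from 10000 random lists of the same size matched in 20 bins of mean CPM. This percentile describes these libraries only.

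Per comparison and species the named genes are the 5 highest and 5 lowest genes by log2((CPM + 5)/(CPM + 5)), among genes with at least 20 CPM in 1 section and 50 UMIs over both, whose direction against the whole other section held in each of 4 quadrants of either section. Mitochondrial genes were left out. The panel was added to these. Mouse genes were not compared between the models with placebo, as the hosts and treatment times differed, except for the interferon orthologues in a closing section. Human gene positions come from GENCODE release 44 on GRCh38 by Ensembl identifier, a release that need not be the one behind the counts. No mouse coordinates are given.

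For spatial values each spot was thinned at random to 2000 human UMIs, averaged over 20 draws, which left out 8, 9, 27 and 56 shallower spots in GS3 placebo, GS3 E2, SC31 placebo and SC31 E2. Intervals of these values span the draws. Moran's I, the correlation of a value with that of adjacent spots, used the 6 nearest spots on the hexagonal array. Regions were found with Leiden clustering (leidenalg 0.10.2 in scanpy 1.11.5) at resolution 0.6, with 20 principal components, 15 neighbours, seed 1 and the 2000 most variable human genes after every list gene was removed. A region needed 20 spots. Its leading genes are the 5 outside the lists with the highest ratio to the other spots, after 5 CPM were added to both, among genes with at least 50 CPM. The 20 thinning draws, the 1000 Poisson draws, the 0.5 UMIs added and the 20-spot minimum were set during the analysis. Spatial values are given for the estrogen response, G2/M, hypoxia and interferon lists, and region ratios for the first of these and G2/M, a choice made after the values were seen.

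Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used, and TMM factors came from edgeR 4.0.16 in R 4.3.3, as an alternative scaling only. No edgeR test was run, because there was 1 library per group. The ratios were tested on simulated counts drawn from the real totals with 200 genes changed by known amounts. Of these, 92%, 94% and 97% were found within 0.5 on the log2 scale for GS3 treatment, SC31 treatment and the comparison of the models, on 17409, 16171 and 16849 genes. Of 200 unchanged random lists per comparison, 4.5%, 2.5% and 8% lay outside the central 95% of matched lists. Both simulated sections were Poisson draws from 1 shared profile, and list genes were drawn independently. This checks the calculation only, as real sections vary beyond counting error and the genes of a list can change together. A simulated flat pattern gave a thinned Moran's I between -0.0046 and -0.0011 in the 4 sections, and a simulated gradient gave values between 0.526 and 0.659.

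The alternatives covered scaling by TMM, the total used, mitochondrial and ribosomal genes, the spots used, the mean over spots, the minimum for list members, the summary of a list, thinning, the neighbourhood, the correlation coefficient and the clustering. Spots with at least 10000 UMIs were an alternative added after the data were seen. Leaving out a replicate was not possible with 1 section per group. Image scale factors were not used.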

Results

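Spatial transcriptomes were compared between estrogen receptor-positive breast cancer xenografts grown in mice with placebo or with estradiol. GS3 and SC31 are patient-derived xenografts, that is, human tumours kept by passage in immunodeficient mice, and per the labels estrogen suppresses the growth of GS3 while SC31 depends on it. Each model gave 1 section with placebo and 1 section with 17β-estradiol (E2), so the 4 groups held 1 section each, no comparison had a replicate, and no test between groups was made. GS3 grew in intact hosts and was treated for 1 week with E2 or 2 weeks with placebo, whereas SC31 grew in ovariectomized hosts and was treated for 6 weeks in both arms. The measurement was the Visium assay, in which RNA from a tissue section is captured on an array of barcoded spots and counted as unique molecular identifiers (UMIs). The sections gave 2329 spots in GS3 placebo, 2862 spots in GS3 E2, 1964 spots in SC31 placebo and 2157 spots in SC31 E2, with totals of 49933629, 81006667, 34399199 and 42696280 UMIs, respectively. Median depth per spot was 20979 UMIs in GS3 placebo, 29119 UMIs in GS3 E2, 16000 UMIs in SC31 placebo and 19845 UMIs in SC31 E2. Intervals below are 95% and cover counting error only, unless stated otherwise, and those of gene ratios and region ratios are wider than 95%.

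Human and mouse transcripts were counted side by side, which gave the share of host RNA. Human UMIs made up 93.0% in GS3 placebo, 89.8% in GS3 E2, 87.7% in SC31 placebo and 87.4% in SC31 E2. The exact binomial interval was 93.00% to 93.02% in GS3 placebo. Leaving out mitochondrial genes moved these shares most, to 92.8% in GS3 placebo and 87.1% in SC31 E2. The median mouse share per spot was 3.58% in GS3 placebo, 6.71% in GS3 E2, 13.1% in SC31 placebo and 9.86% in SC31 E2. Spots with at least 50% mouse UMIs numbered 36, 114, 13 and 57 in the same order. Neighbouring spots resembled each other in mouse share, with a Moran's I of 0.445 in GS3 placebo, 0.484 in GS3 E2, 0.630 in SC31 placebo and 0.777 in SC31 E2.

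**Figure D1:**
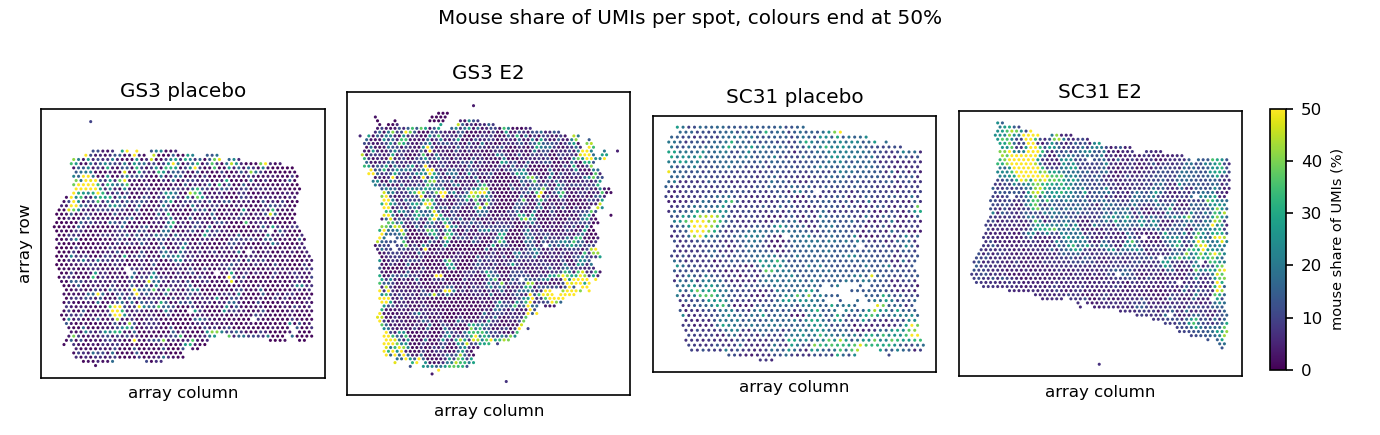
Mouse share of UMIs per spot (%, colour) at the array column and row of each spot with at least 2000 human UMIs in the 4 sections, with colours ending at 50%. Spots with at least 50% mouse UMIs, before the minimum of human UMIs, numbered 36 in GS3 placebo and 114 in GS3 E2.

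The first comparison set the tumour transcriptome of GS3 with E2 against that with placebo. These 2 sections also differed in treatment time, 1 week with E2 and 2 weeks with placebo, so the differences between them cannot be assigned to E2 alone. Human genes were compared as CPM, the UMIs of a gene per 1000000 human UMIs, summed over the spots of a section. The 24 genes of an estrogen response list had a median log2 ratio of 1.01 with E2 over placebo (0.98 to 1.05), with 18 genes higher and 6 lower, above all 10000 random lists matched on expression. Among the alternative settings, summing the list in place of taking its median moved this value most, to 1.17, and the mean over the genes of the list was 1.58. The progesterone receptor gene PGR (ENSG00000082175, chromosome 11, 101029624 to 101129813, GRCh38) went from 0.431 CPM (0.263 to 0.665, 20 UMIs) to 48.8 CPM (47.2 to 50.4). GREB1 (ENSG00000196208, chromosome 2, 11482341 to 11642788) went from 10.3 to 172 CPM, and TFF1 (ENSG00000160182, chromosome 21, 42362282 to 42366535) from 394 to 6136 CPM. The estrogen receptor gene ESR1 (ENSG00000091831, chromosome 6, 151656691 to 152129619) fell from 231 CPM (226 to 235) to 80.03 CPM (78.0 to 82.1).

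Cell cycle genes were lower with E2 in GS3. The S phase list had a median log2 ratio of -0.81 (-0.87 to -0.78), and all 41 genes were lower. The G2/M list had a median of -0.75 (-0.79 to -0.69), with 51 of 52 genes lower. Both medians lay below all 10000 matched random lists. MKI67 went from 25.04 to 12.2 CPM and TOP2A from 149 to 73.4 CPM, while CDKN1A rose from 11.3 to 27.2 CPM and MYC from 37.1 to 79.9 CPM. The interleukin gene IL24 rose from 3.27 CPM (2.77 to 3.84) to 41.0 CPM (39.6 to 42.5). Of the remaining lists, hypoxia had a median of -0.50, interferon -0.90 and oxidative phosphorylation -0.12. The unfolded protein list had a median of 0.034 and a mean of -0.10, and its sum fell by 0.064 on the log2 scale, so it showed no clear direction. The luminal list had a median of -0.67, but its sum rose by 1.31 on the log2 scale. The basal and mesenchymal list had a median of 1.85 at a low level, as its genes together gave 20.3 CPM with placebo and 46.6 CPM with E2. GATA3, FOXA1 and ERBB2 had log2 ratios of -1.44, -0.95 and -1.40.

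By the fixed rule of size, the 5 human genes highest with E2 in GS3 were NPW, CITED1, KLK12, H19 and SH2D2A. NPW (ENSG00000183971, chromosome 16, 2009926 to 2020755) went from 1.14 to 272 CPM and CITED1 (ENSG00000125931, chromosome X, 72301638 to 72307187) from 1.08 to 242 CPM. KLK12 went from 0.215 to 193 CPM, H19 from 0.667 to 194 CPM and SH2D2A from 1.70 to 135 CPM. The 5 lowest were PVALB, ATP2A3, AC008268.1, IGFBP5 and ERP27. PVALB (ENSG00000100362, chromosome 22, 36800684 to 36819479) fell from 158 to 2.03 CPM and IGFBP5 (ENSG00000115461, chromosome 2, 216672105 to 216695549) from 1159 to 119 CPM. ATP2A3 fell from 99.3 to 4.22 CPM, AC008268.1 from 53.1 to 0.577 CPM and ERP27 from 97.4 to 6.11 CPM.

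The same comparison was made in SC31, where treatment time was equal but the software version differed. Across 16180 human genes the median log2 ratio of E2 over placebo was -0.12, and TMM scaling shifted every gene by 0.12, so list medians are also given relative to the median of all genes. The estrogen response list had a median of 1.103 (1.08 to 1.13), or 1.22 relative to all genes, with 20 genes higher and 4 lower, again above all 10000 matched lists. Among the alternative settings TMM scaling moved it most, to 1.22, and the mean over its genes was 2.03. PGR went from 4 UMIs, or 0.133 CPM (0.0361 to 0.340), to 19.9 CPM (18.5 to 21.4), GREB1 from 1.79 to 67.6 CPM and TFF1 from 105 to 984 CPM. ESR1 rose from 23.5 CPM (21.8 to 25.3) to 53.1 CPM (50.8 to 55.5). The direction of the S phase list depended on the scaling, with a median of -0.024 (-0.053 to 0.056) by totals, a mean of 0.015, and a median of 0.092 (0.063 to 0.17) under TMM. The G2/M list had a median of 0.19 (0.14 to 0.22), or 0.31 relative to all genes, with 42 of 52 genes higher. Its sign did not hold in every quadrant of the SC31 sections. MKI67 was at 57.2 CPM with placebo and 58.7 CPM with E2, a log2 ratio of 0.037 that lay within counting error by totals but not under TMM (0.024 to 0.28), and TOP2A rose from 145 to 210.5 CPM. MYC rose from 7.76 to 60.6 CPM. IL24 had 0 UMIs with placebo and 4 UMIs with E2, too few to compare.

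In SC31 the interferon list had a median log2 ratio of -4.42 (-4.46 to -4.21), and all 17 genes were lower with E2. Its genes together gave 7609.5 CPM with placebo and 666 CPM with E2. Relative to all genes the hypoxia list was at -0.54, the luminal list at -0.22, unfolded protein at 0.29 and oxidative phosphorylation at 0.19. The basal and mesenchymal list was at 1.43, with 34.9 CPM with placebo and 94.3 CPM with E2. By totals the luminal list had a mean of -0.078 and a summed log2 ratio of -0.0017. Both lay above the median of all genes, -0.12, so the direction of this list relative to all genes depended on the summary. GATA3 had a log2 ratio of -0.088, and its sign depended on the scaling, with 0.027 under TMM. The 5 human genes highest with E2 by the fixed rule were S100A7, IGFBP4, VSTM2A, AC100801.1 and S100A8. S100A7 (ENSG00000143556, chromosome 1, 153457744 to 153460651) went from 2.42 to 1782 CPM and S100A8 (ENSG00000143546, chromosome 1, 153390032 to 153391073) from 71.3 to 1366 CPM. IGFBP4, a member of the estrogen response list, went from 7.26 to 356 CPM and AC100801.1 from 1.56 to 113 CPM. VSTM2A had 1 UMI with placebo, or 0.0332 CPM (0.000840 to 0.185), and 4268 UMIs with E2, or 114 CPM. The 5 lowest were IFI27, IFIT1, IFI6, PIP and MX1. The ratio of IFI6 was itself the median of the interferon list, -4.42, so its fall is not separate from the list result. IFI27 (ENSG00000165949, chromosome 14, 94104836 to 94116695) fell from 2061 to 62.2 CPM, IFI6 from 1604 to 74.7 CPM, IFIT1 from 283 to 4.45 CPM, MX1 from 375 to 19.3 CPM and PIP from 327 to 14.02 CPM.

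**Figure D2:**
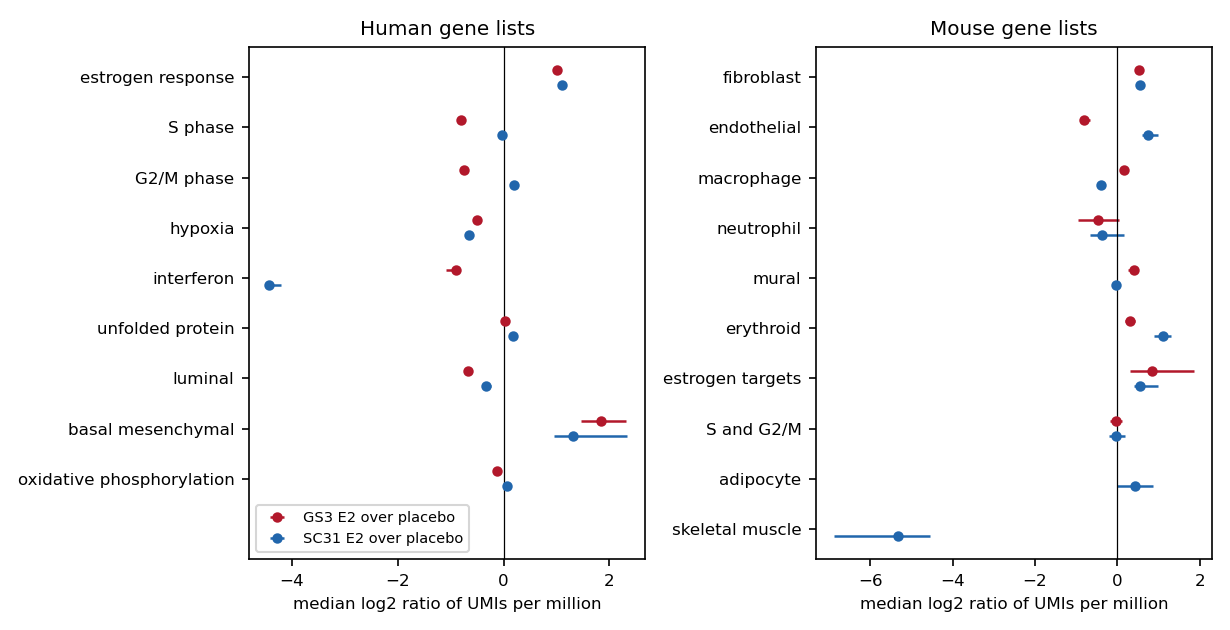
Median log2 ratio of CPM with E2 over placebo (horizontal axis) for the human lists (left) and the mouse lists (right) in GS3 and SC31, with lines for 95% intervals from Poisson draws of the counts. The estrogen response list lay at 1.01 in GS3 and 1.103 in SC31, and the G2/M list at -0.75 and 0.19.

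**Figure D3:**
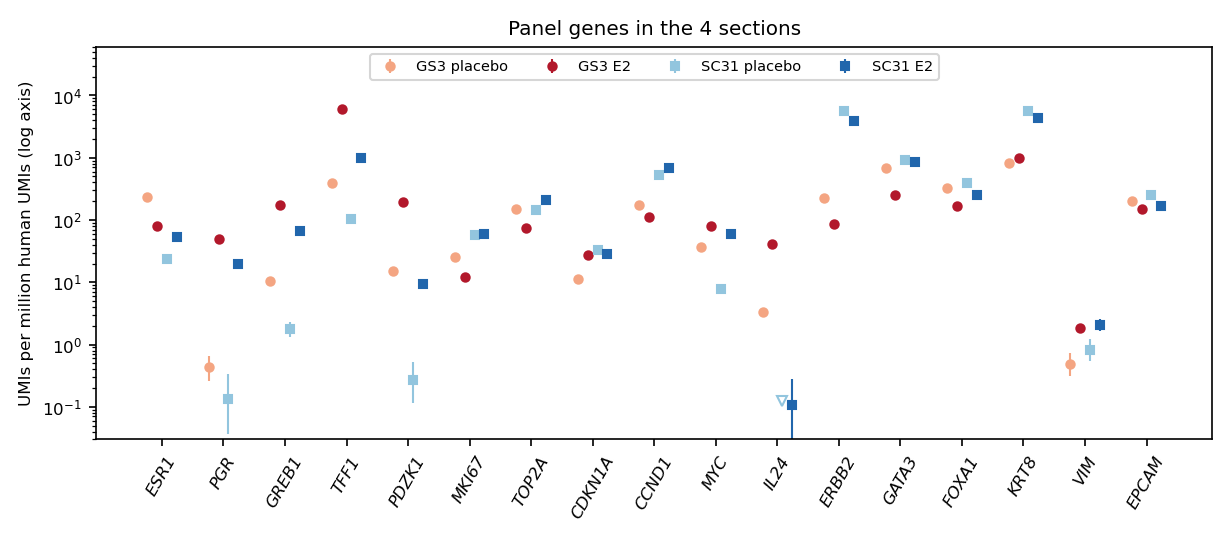
CPM (log axis) of 17 of the 19 panel genes in the 4 sections, with exact Poisson 95% intervals, mostly smaller than the symbols, and an open triangle at the upper limit where no UMI was counted. ESR1 fell from 231 to 80.03 in GS3 and rose from 23.5 to 53.1 in SC31, and KRT5, with 1 UMI over both GS3 sections, is left out.

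The next comparison asked how far the differences between E2 and placebo were alike in the models. Across 15125 human genes the log2 ratios of GS3 and SC31 had a Spearman correlation of 0.0855, which describes genes, and genes are not independent replicates. Pearson's coefficient gave 0.192, the value farthest from it among the alternatives. Of 783 genes that differed at least 2-fold in both models, 63.7% changed in the same direction.

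GS3 and SC31 were also compared with placebo, where host and treatment time differed together with the model. TMM scaling shifted this comparison by 0.27, and the median of all genes was -0.23. Relative to all genes, the estrogen response list was higher in GS3 by 1.71, S phase by 0.41 and oxidative phosphorylation by 1.35, while hypoxia was at -2.82, interferon at -5.55, luminal at -0.33 and G2/M at -0.088, whose interval under TMM included 0 (-0.11 to 0.044). The unfolded protein list, at -0.019, changed sign with the scaling, and the basal and mesenchymal list, at 0.30, had an interval that included 0 by totals but not under TMM (0.14 to 0.78) and a summed log2 ratio of -0.78. The summed list moved the estrogen response median most, from 1.48 to 1.099. ESR1 was at 231 CPM in GS3 and 23.5 CPM in SC31, whereas ERBB2 was at 225 and 5649 CPM and KRT8 at 824 and 5534 CPM. The 5 genes highest in GS3 were CHGA (750.5 against 1.66 CPM), MGP (2753 against 19.5 CPM), GFRA1 (407 against 2.22 CPM), KCNC2 (237 against 0.232 CPM) and CPLX2 (196 against 0.497 CPM). The 5 lowest were SCGB2A2 (7.77 against 9538 CPM), KRT81 (14.9 against 4404 CPM), KRT7 (10.1 against 2527 CPM), BST2 (2.45 against 1116 CPM) and UBB (0.581 against 815 CPM). Both placebo sections were counted with software version 1.2.0, and GS3 E2 also had few UMIs of UBB, 26. Whether reads of UBB (ENSG00000170315, chromosome 17, 16380798 to 16382745) were lost in counting is not settled here, so its value in GS3 is uncertain.

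Mouse genes were compared as UMIs per 1000000 mouse UMIs to describe the host tissue. The fibroblast list had a median log2 ratio of 0.53 with E2 over placebo in GS3 (0.48 to 0.58) and 0.54 in SC31 (0.51 to 0.56). The endothelial list was lower with E2 in GS3, with a median of -0.81 (-0.92 to -0.66) and 6 of 7 genes lower, and higher in SC31, with a median of 0.74 (0.59 to 0.98) and 7 of 7 genes higher. Division by the UMIs of both species moved the GS3 values most, to 1.07 for fibroblast and -0.27 for endothelial. The macrophage list was at 0.17 in GS3, where its sum fell by 0.086 on the log2 scale, and at -0.39 in SC31. The erythroid list was at 0.31 in GS3 and 1.103 in SC31, and the estrogen target list at 0.83 and 0.56. Mural genes were at 0.39 in GS3 and -0.036 in SC31, neutrophil genes at -0.48 and -0.38, and S and G2/M genes at -0.030 and -0.028. Of these 6 intervals all but that of mural genes in GS3 included 0, and the sums of neutrophil genes in GS3 (0.87) and mural genes in SC31 (0.26) had the opposite sign, as had the mean of S and G2/M genes in SC31 (0.018). Skeletal muscle genes were at -5.33 in SC31, or -5.11 with genes at 0 UMIs set to 3, and none reached 20 UMIs in GS3. Adipocyte genes were at 0.42 in SC31, with an interval that included 0 by totals but not under TMM, and 2 of 7 had enough UMIs in GS3. No member of the mammary epithelium list reached 20 UMIs in either model.

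The mouse genes highest with E2 in GS3 were Sfrp2 (7.45 to 138 CPM), Abi3bp (3.72 to 75.1 CPM), Eln (32.1 to 289.7 CPM), Akr1c14 (1.15 to 42.6 CPM) and Aldh1a2 (17.5 to 163 CPM). The lowest were Msln, Apod (1636 to 227 CPM), Esm1 (101 to 11.2 CPM), Sfrp5 and Cldn1 (24.1 to 0.486 CPM). Msln and Sfrp5 had 0 UMIs with E2 and were at least 90.4-fold and 73.1-fold lower, against a floor of 3 UMIs in that section. In SC31 the highest were AC160336.1 (2.59 to 76.2 CPM), Aldh1a2 (6.83 to 117 CPM), Cck (13.2 to 143 CPM), Gpihbp1 (16.3 to 146 CPM) and Hand2os1, which had 0 UMIs with placebo and was at least 38.02-fold higher. The lowest were Msl1 (581.6 to 78.9 CPM), Acta1, Ms4a4c (49.2 to 5.003 CPM), Gm10076 (109 to 16.1 CPM) and Ckm. Acta1 had 140 UMIs with placebo and 3 with E2, or 33.0 and 0.556 CPM (0.115 to 1.62), and Ckm had 0 UMIs with E2 and was at least 37.3-fold lower.

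The spatial layout asked whether list levels varied within a section. After each spot was thinned to 2000 human UMIs, Moran's I of the estrogen response list was 0.131 in GS3 placebo, 0.144 in GS3 E2, 0.0606 in SC31 placebo and 0.337 in SC31 E2. Without thinning, which moved these values most, they were 0.350, 0.262, 0.192 and 0.577. For the G2/M list the thinned values were 0.193, 0.0353, 0.126 and 0.317 in the same order, for hypoxia 0.225, 0.0967, 0.611 and 0.541, and for interferon 0.324, 0.178, 0.520 and 0.364. A list with few UMIs per spot has more counting noise and a lower Moran's I, so these values are not compared between lists or between sections. Across spots, which are not replicates, the estrogen response list had a Spearman rho with mouse share of -0.197 in GS3 placebo, -0.0426 in GS3 E2, 0.0316 in SC31 placebo and -0.308 in SC31 E2. Without thinning it was -0.430 in SC31 E2. The rho of the G2/M list was -0.112, 0.0356, -0.0788 and -0.122, that of hypoxia -0.0868, 0.0183, 0.00712 and 0.272, and that of interferon 0.0484, 0.00397, 0.430 and 0.233.

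**Figure D4:**
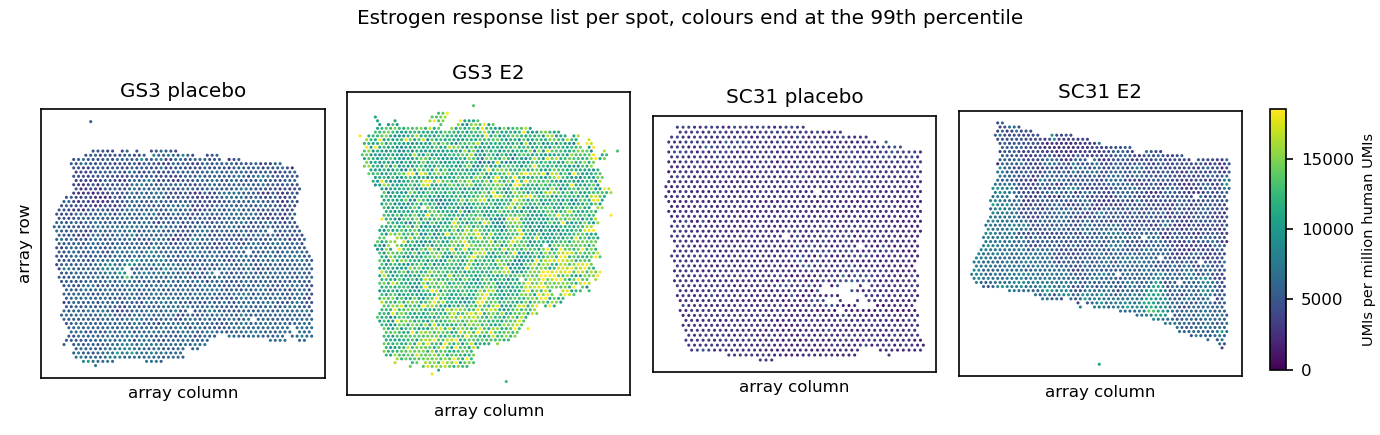
Level of the estrogen response list per spot (CPM, colour) at the array column and row of each spot with at least 2000 human UMIs, on 1 colour scale that ends at the 99th percentile of all spots. The list was at 5725 CPM over GS3 placebo, 12876 over GS3 E2, 2672 over SC31 placebo and 5835 over SC31 E2.

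Spots were also grouped into regions by human genes outside the lists. The number of regions was 7 in GS3 placebo, 6 in GS3 E2, 6 in SC31 placebo and 8 in SC31 E2. The estrogen response list differed between the highest and the lowest region of a section by 1.42-fold in GS3 placebo (1.39 to 1.46), 1.23-fold in GS3 E2, 1.24-fold in SC31 placebo and 1.70-fold in SC31 E2 (1.66 to 1.73). Clustering at resolution 1.0 moved the GS3 placebo value most, to 1.50-fold. The G2/M list differed by 2.47-fold, 1.25-fold, 1.73-fold and 2.12-fold in the same order. In SC31 E2 the estrogen response list was highest in region 2, led by MT1G, H2AFZ, KPNA2, UBE2T and CENPU, and lowest in region 4, led by ZNF350-AS1, CASP14, CACNA1B, HK2 and AQP5. The hypoxia list was 4.89-fold higher in region 4 than in region 2 of this section. In GS3 placebo the G2/M list was highest in region 6, led by PRSS2, PHGR1, PRSS1, CEL and PHLDA1, and lowest in region 5, led by HMOX1, DDIT4, MIR210HG, S100A10 and MUC5B.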

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

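The tests on TMM scaling, on spots at least 90% human for the G2/M list, on treatment time, and on the GS3 quadrants alone were chosen after the result was seen, as were the spots with at least 10000 UMIs, and the tests of the endothelial and macrophage lists were added after a first round of tests. The results below are those in which a list or panel gene differed between E2 and placebo in opposite directions in GS3 and SC31, beyond counting error by totals and with opposite signs under TMM as well. With 1 section per group, the differences between the models were not tested. They are given as GS3 minus SC31 differences of log2 ratios.

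The G2/M list differed by -0.94, from -0.75 in GS3 and 0.19 in SC31, and TOP2A differed by -1.55. Scaling by a few abundant genes is argued against by TMM, which gave a difference of -1.02. The share of host tissue is argued against as well, since the difference was -0.94 in spots at least 90% human. In spots with at least 10000 UMIs it was -0.92, so shallow areas did not carry it. One part of a section remains possible for the SC31 side: 13 of 16 comparisons of a quadrant with the other whole section kept the sign, and the 3 that did not were all in SC31, where the values ranged from -0.13 to 0.56. In GS3 8 of 8 kept the sign, from -1.09 to -0.27. The fall of the list in GS3 thus held in each quadrant, whereas its rise in SC31 did not. For TOP2A 8 of 8 comparisons kept the sign in GS3, from -1.53 to -0.26, and 8 of 8 in SC31, from 0.17 to 0.80. Within GS3 the E2 section was treated for 1 week and the placebo section for 2 weeks, so E2 cannot be told apart from treatment time for any GS3 value given here. The design has 0 pairs of a GS3 and an SC31 section with equal treatment time, and the hosts of GS3 were intact and those of SC31 ovariectomized, so treatment time and host ovaries cannot be told apart from the model. The opposite growth response to estrogen that the labels give for the models stays open and untested.

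CDKN1A differed by 1.51, from 1.26 in GS3 and -0.24 in SC31, where 6 of 8 quadrant comparisons kept the sign. Under TMM its value in SC31 was -0.13 (-0.31 to 0.049), an interval that included 0, so its fall in SC31 is not clear. CCND1 differed by -1.02, from -0.66 in GS3, where 7 of 8 kept the sign, and 0.35 in SC31. ESR1 differed by -2.70, from -1.53 and 1.17, and KRT8 by 0.66, from 0.29 and -0.37, and for both all 16 quadrant comparisons kept the sign. The oxidative phosphorylation list differed by -0.19, from -0.12 and 0.074, where 15 of 16 comparisons kept the sign. Neither median stood out from the matched random lists, with percentiles of 16.99 in GS3 and 88.3 in SC31. Its opposite signs are therefore not read as a response particular to this list. Host and treatment time are confounded with the model for this list and for each of these genes. Their signs held under TMM, in spots at least 90% human and in the other settings of the sensitivity analysis. No outcome of these runs was set in advance for them, so they are not used to exclude a technical explanation.

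The mouse endothelial list differed by -1.55, from -0.81 in GS3 and 0.74 in SC31, and all 16 quadrant comparisons kept the sign. If sections had cut different amounts of mouse-rich border, the difference would shrink in tumour-rich areas. In spots at least 90% human it was -1.65, which argues against that explanation. The mouse macrophage list differed by 0.56, from 0.17 and -0.39, where 15 of 16 comparisons kept the sign, and its difference in spots at least 90% human was 0.73. Its sum in GS3 was -0.086, opposite to its median, so its direction in GS3 depends on the summary. Both rest on 1 host per group, and a difference between individual animals, between intact and ovariectomized hosts, or between treatment times stays open.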

How the results depend on the processing

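The spots with at least 10000 UMIs were an alternative chosen after the data were seen, and the other settings were fixed before. Over 45 list medians and 347 alternative values, 328 kept the sign and 19 did not. The mean over list genes was not among these settings, and for the estrogen response list it was 1.58 in GS3, 2.03 in SC31 and 1.45 between the models. Over the settings this list stayed above 0, from 0.96 to 1.17 in GS3, from 1.03 to 1.22 in SC31 and from 1.099 to 1.75 between the models. In GS3 the S phase list stayed between -0.87 and -0.74 and the G2/M list between -0.80 and -0.62. In SC31 the G2/M list stayed between 0.091 and 0.31, and the S phase list, whose interval included 0 by totals but not under TMM, lay between -0.029 and 0.092. Over its settings the mouse endothelial list stayed between -0.81 and -0.27 in GS3 and between 0.68 and 0.78 in SC31. In spots at least 90% human, a test and not a setting for mouse lists, it was -0.96 in GS3 and 0.69 in SC31. Under TMM the interval of 5 of the 45 lists changed between including and excluding 0. Counting intervals are narrow at this depth, so 116 of the 347 values moved outside them without a change of a called sign.

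A called sign changed for 5 list values. The unfolded protein list in GS3 was -0.016 with the total of both species and -0.064 as a summed list. The luminal list in GS3 was 1.31 as a summed list, and the mouse macrophage list in GS3 was -0.086. The unfolded protein list between the models was 0.023 under TMM. Among 552 alternative values of 97 gene ratios, 548 kept the sign, with a median absolute change of 0.050 on the log2 scale and at most 1.90. GATA3 in SC31 changed sign, to 0.027 under TMM and 0.015 without mitochondrial and ribosomal genes in the total. The rho of the basal and mesenchymal list with mouse share, not otherwise given, was 0.0585 in SC31 placebo and 0.0743 in SC31 E2 with thinning, and -0.0505 and -0.00247 without it. Where values differ between a median and a sum, the sum is set by the most abundant genes by its construction. In the other cases the cause was not tested.

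The values outside the counting interval were as follows for the human lists. The total of both species gave 0.96 for estrogen response, -0.80 for G2/M, -0.72 for luminal and -0.17 for oxidative phosphorylation in the GS3 treatment comparison. This total gave 0.27 for S phase, -2.97 for hypoxia, -0.16 for unfolded protein, -0.47 for luminal and 1.21 for oxidative phosphorylation in the comparison of the models. The spots at least 90% human gave 0.98 for estrogen response and -0.80 for G2/M in the GS3 treatment comparison. These mostly human spots gave 1.21 for estrogen response, 0.14 for G2/M, -0.91 for hypoxia, -4.58 for interferon and 0.11 for oxidative phosphorylation in the SC31 treatment comparison. These mostly human spots gave 0.081 for S phase, -0.48 for G2/M, -0.19 for unfolded protein, -0.52 for luminal and 1.04 for oxidative phosphorylation in the comparison of the models. The summed list gave 1.17 for estrogen response, -0.74 for S phase, -0.62 for G2/M, -0.30 for hypoxia, -0.13 for interferon, 1.201 for basal and mesenchymal and -0.089 for oxidative phosphorylation in the GS3 treatment comparison. The sum gave 1.13 for estrogen response, 0.091 for G2/M, -0.49 for hypoxia, -3.51 for interferon, -0.0017 for luminal and 0.16 for oxidative phosphorylation in the SC31 treatment comparison. The sum gave 1.099 for estrogen response, 0.31 for S phase, -0.54 for G2/M, -2.24 for hypoxia, -4.86 for interferon, -0.49 for unfolded protein, -0.94 for luminal, -0.78 for basal and mesenchymal and 2.22 for oxidative phosphorylation in the comparison of the models. The members with at least 100 UMIs gave -0.75 for interferon and 0.15 for unfolded protein in the GS3 treatment comparison. These members gave -0.30 for unfolded protein in the comparison of the models. TMM scaling gave 0.066 for unfolded protein, -0.64 for luminal and -0.087 for oxidative phosphorylation in the GS3 treatment comparison. TMM gave 1.22 for estrogen response, 0.092 for S phase, 0.31 for G2/M, -0.54 for hypoxia, 0.29 for unfolded protein, -0.22 for luminal and 0.19 for oxidative phosphorylation in the SC31 treatment comparison. TMM gave 1.75 for estrogen response, 0.45 for S phase, -0.045 for G2/M, -2.78 for hypoxia, -5.51 for interferon, -0.29 for luminal and 1.40 for oxidative phosphorylation in the comparison of the models. A total without mitochondrial and ribosomal genes gave 0.0064 for unfolded protein, -0.70 for luminal and -0.15 for oxidative phosphorylation in the GS3 treatment comparison. The same smaller total gave 1.21 for estrogen response, 0.080 for S phase, 0.29 for G2/M, -0.55 for hypoxia, 0.27 for unfolded protein, -0.23 for luminal and 0.18 for oxidative phosphorylation in the SC31 treatment comparison. The same smaller total gave 1.62 for estrogen response, 0.32 for S phase, -0.18 for G2/M, -2.92 for hypoxia, -0.11 for unfolded protein, -0.42 for luminal and 1.26 for oxidative phosphorylation in the comparison of the models. The mean over spots gave 1.03 for estrogen response, -0.49 for hypoxia and -4.19 for interferon in the SC31 treatment comparison. This mean gave 0.31 for S phase, -0.14 for G2/M, -2.89 for hypoxia, -0.18 for unfolded protein, -0.21 for basal and mesenchymal and 1.21 for oxidative phosphorylation in the comparison of the models. The spots with at least 10000 UMIs gave -4.47 for interferon in the SC31 treatment comparison. These deep spots gave -0.55 for luminal and 1.09 for oxidative phosphorylation in the comparison of the models. The cause of these moves was not tested, except that one factor for all genes shifts every list alike under TMM or another total.

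For the mouse lists the corresponding values follow. The total of both species gave 1.07 for fibroblast, -0.27 for endothelial, 0.71 for macrophage, 0.057 for neutrophil, 0.93 for mural, 0.85 for erythroid and 0.51 for S and G2/M in the GS3 treatment comparison. This total gave 0.57 for fibroblast in the SC31 treatment comparison. The summed list gave -0.56 for endothelial, 0.87 for neutrophil, 0.26 for mural and 0.25 for estrogen target in the GS3 treatment comparison. The sum gave 0.50 for fibroblast, -0.49 for macrophage, 1.27 for adipocyte, 0.26 for mural and -4.42 for skeletal muscle in the SC31 treatment comparison. TMM scaling gave 0.58 for fibroblast and -0.35 for macrophage in the SC31 treatment comparison. The spots at least 10% mouse gave 0.73 for fibroblast and 0.20 for neutrophil in the GS3 treatment comparison. These mouse-rich spots gave 0.41 for fibroblast, -0.18 for mural and 0.27 for S and G2/M in the SC31 treatment comparison. The total of both species adds the change of the mouse share itself.

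Without mitochondrial genes the human share was 92.8% in GS3 placebo, 89.6% in GS3 E2, 87.5% in SC31 placebo and 87.1% in SC31 E2. Pearson's coefficient for the responses of the models was 0.192, and the other 2 alternatives gave 0.0815 and 0.0851. Without thinning, Moran's I was 0.350 in GS3 placebo, 0.262 in GS3 E2, 0.192 in SC31 placebo and 0.577 in SC31 E2 for estrogen response. G2/M autocorrelation without thinning was 0.352 in GS3 placebo, 0.112 in GS3 E2, 0.230 in SC31 placebo and 0.483 in SC31 E2. Hypoxia autocorrelation without thinning was 0.406 in GS3 placebo, 0.324 in GS3 E2, 0.672 in SC31 placebo and 0.638 in SC31 E2. Interferon autocorrelation without thinning was 0.528 in GS3 placebo, 0.463 in GS3 E2, 0.651 in SC31 placebo and 0.653 in SC31 E2. With thinning to 1000 human UMIs, Moran's I was 0.0721 in GS3 placebo, 0.0969 in GS3 E2, 0.0306 in SC31 placebo and 0.210 in SC31 E2 for estrogen response. G2/M autocorrelation with thinning to 1000 human UMIs was 0.120 in GS3 placebo, 0.0759 in SC31 placebo and 0.208 in SC31 E2. Hypoxia autocorrelation with thinning to 1000 human UMIs was 0.152 in GS3 placebo, 0.0556 in GS3 E2, 0.535 in SC31 placebo and 0.459 in SC31 E2. Interferon autocorrelation with thinning to 1000 human UMIs was 0.228 in GS3 placebo, 0.0923 in GS3 E2, 0.406 in SC31 placebo and 0.216 in SC31 E2. With neighbours within 2 rings, Moran's I was 0.116 in GS3 E2 and 0.290 in SC31 E2 for estrogen response. G2/M autocorrelation with neighbours within 2 rings was 0.168 in GS3 placebo, 0.0968 in SC31 placebo and 0.262 in SC31 E2. Hypoxia autocorrelation with neighbours within 2 rings was 0.131 in GS3 placebo, 0.0599 in GS3 E2, 0.510 in SC31 placebo and 0.410 in SC31 E2. Interferon autocorrelation with neighbours within 2 rings was 0.214 in GS3 placebo and 0.418 in SC31 placebo. Moran's I rose without thinning and fell with stronger thinning for the lists given here, as the counting noise per spot falls with depth. Without thinning, rho with mouse share was -0.324 in GS3 placebo, -0.0613 in GS3 E2 and -0.430 in SC31 E2 for estrogen response. G2/M correlation without thinning was -0.158 in GS3 placebo, -0.116 in SC31 placebo and -0.1496 in SC31 E2. Hypoxia correlation without thinning was -0.126 in GS3 placebo and 0.0863 in GS3 E2. Interferon correlation without thinning was 0.0835 in GS3 placebo, 0.491 in SC31 placebo and 0.343 in SC31 E2. Without border spots, rho with mouse share was -0.0637 in GS3 E2 for estrogen response. Interferon correlation without border spots was 0.448 in SC31 placebo. In spots at least 50% human, rho with mouse share was 0.290 in SC31 E2 for hypoxia. At resolution 1.0, the ratio of the highest to the lowest region was 1.50 in GS3 placebo, 1.30 in GS3 E2, 1.36 in SC31 placebo and 1.89 in SC31 E2 for estrogen response. G2/M contrast at resolution 1.0 was 1.39 in GS3 E2, 1.84 in SC31 placebo and 2.60 in SC31 E2. At resolution 0.3, the ratio of the highest to the lowest region was 1.15 in GS3 E2 and 1.59 in SC31 E2 for estrogen response. G2/M contrast at resolution 0.3 was 2.15 in GS3 placebo, 1.16 in GS3 E2 and 2.44 in SC31 E2. With seed 2, the ratio of the highest to the lowest region was 1.29 in GS3 E2 for estrogen response. G2/M contrast with seed 2 was 1.38 in GS3 E2. With list genes kept in the clustering, the ratio of the highest to the lowest region was 1.25 in GS3 E2, 1.38 in SC31 placebo and 1.65 in SC31 E2 for estrogen response. G2/M contrast with list genes kept in the clustering was 1.47 in GS3 E2, 1.65 in SC31 placebo and 2.999 in SC31 E2. The cause of the moves in rho and in the region ratios was not tested. No replicate could be left out. No paired analysis was possible because each group has 1 section and so no replicate pairs. A test of E2 with the model as a block would rest on 2 differences, with 1 degree of freedom, between models that differ in host and treatment time, and was not made.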

Other observations

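The patterns below were noticed in the data. The test of the mouse orthologues between the placebo sections was chosen after its result was seen, the COL1A1 test was added after a first round of tests, and the readings of the software version test and of the test between the placebo sections were changed from excluded to open after their values had been seen. The Aqp5 test first rested on the ratio between mouse-poor and mouse-rich spots, was read as excluded and then as open, and was replaced by the rho with human AQP5, with 1 reading per SC31 section, after all its values had been seen. IGHG4, Aqp5 and COL1A1 were picked after their values were seen.

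The human interferon list stood at 7609.5 CPM in SC31 placebo, against 666 CPM in SC31 E2, 262 CPM in GS3 placebo and 240.2 CPM in GS3 E2. Mouse reads counted on human genes are argued against as the main source. In the 25% of SC31 placebo spots with the lowest mouse share the list was still 9.82 times the highest of the other 3 sections. It was at 6543 CPM in these spots and at 9967 CPM in the 25% with the highest mouse share, so a smaller part from mouse reads cannot be told apart. A local patch is argued against too, as 8 of 8 comparisons of a quadrant with the other whole SC31 section were lower with E2, from -5.10 to -3.28. Mouse orthologues were used to ask whether the host shared the response. In SC31 their median log2 ratio of E2 over placebo was -0.76, and 14 of 14 genes were lower. This fall lies between the sizes set in advance for a shared and for a separate response, so a part shared by the host cannot be told apart. In GS3 the median of the orthologues was -0.015. The human list there had a median of -0.90 but a summed log2 ratio of -0.13, so GS3 is not used to decide. Between the placebo sections the mouse orthologues had a median of 0.0033 for GS3 over SC31, where the human list differed by -5.78. The hosts, intact in GS3 and ovariectomized in SC31, and the treatment times differed as well, so a shared response cannot be told apart here either. E2, a difference between individual tumours or hosts, and the software version stay open as sources of the fall in SC31.

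In SC31 E2 the estrogen response list was lower in spots where the hypoxia list was higher, with a Spearman rho of -0.410 across spots thinned to 2000 human UMIs. It was -0.1502 in SC31 placebo, -0.0651 in GS3 placebo and -0.0420 in GS3 E2. In the 958 spots of SC31 E2 that were at least 90% human and had at least 10000 UMIs, rho was -0.318 (-0.351 to -0.274), which argues against uneven depth or host share as the whole cause. Without thinning, rho in such spots was -0.534 in SC31 E2, -0.290 in SC31 placebo, -0.1498 in GS3 placebo and -0.107 in GS3 E2, so the relation was also negative without E2. Counting noise weakens rho by an amount that differs with list level and depth, so these values are not compared between sections. In SC31 E2 the estrogen response list was also higher in the 25% of spots with the lowest mouse share than in the 25% with the highest, by 1.39-fold over all spots and 1.40-fold in spots with at least 10000 UMIs, which argues against shallow areas. In spots with at least 10000 UMIs the ratio was 1.17 in GS3 placebo, 1.05 in GS3 E2 and 0.985 in SC31 placebo. The hypoxia list of SC31 E2 also had a negative rho with S phase (-0.355), G2/M (-0.362) and oxidative phosphorylation (-0.512). Its rho with the interferon, unfolded protein, luminal and basal and mesenchymal lists was positive. The negative relation to hypoxia was thus not particular to the estrogen response list. A weaker estrogen response in oxygen-poor areas of SC31 may underlie the relation of that list to hypoxia. This stays a hypothesis, as neither oxygen nor the receptor protein was measured.

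SC31 E2 was counted with an older software version. Genes of both species at least 8-fold apart from all 3 other sections numbered 18 in SC31 E2, against 16 in GS3 placebo, 64 in GS3 E2 and 30 in SC31 placebo. SC31 E2 thus did not have the most such genes, but effects of the version cannot be told apart from those of E2 in SC31, because the version changed with the treatment.

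Mouse Msl1 fell in SC31 from 581.6 to 78.9 CPM, a log2 ratio of -2.88. Human reads counted on the mouse gene were considered because human MSL1 was abundant, at 1887 CPM with placebo and 1706 CPM with E2. In SC31 placebo mouse Msl1 UMIs followed human MSL1 across spots with a rho of 0.569, above the 0.377 with all mouse UMIs, as misassigned reads would, but in SC31 E2 the rho with MSL1 was 0.0742. Human MSL1 itself changed by only -0.15 on the log2 scale, which would not lower misassigned reads by as much unless the software versions assign them differently. Mouse Msl1 per mouse UMI was 3.72 times as high in the 25% of spots with the lowest mouse share as in the 25% with the highest in SC31 placebo, but 3.45 times in GS3 placebo, 2.05 in GS3 E2 and 1.67 in SC31 E2. In GS3 placebo human MSL1 was at 71.5 CPM and the rho with it was -0.0531, so this ratio does not mark human reads. Human reads and a change of the mouse gene cannot be told apart, because these values point both ways.

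Mouse Aqp5 was at 117 CPM in SC31 placebo and 98.2 CPM in SC31 E2, beside human AQP5 at 737 and 138 CPM, so it hardly changed where the human gene fell, although the software version differed between these sections. In GS3 E2 it had 113 UMIs against 39 of human AQP5. If human reads were its source, it would follow human AQP5 across spots. In SC31 placebo the rho was -0.122 (-0.163 to -0.0826 over resampled spots), with 3 of 4 quadrants below 0, from -0.263 to 0.00534, which argues against human reads as the main source there. In SC31 E2 the rho was -0.0495 (-0.0874 to -0.0123), but only 2 of 4 quadrants were below 0, from -0.0437 to 0.0657, so a part from human reads cannot be told apart in that section. Adjacent spots are not independent, so these intervals, on which the readings of both SC31 sections partly rest, are too narrow. The rho with the mouse UMIs of a spot was 0.134 in SC31 placebo and 0.214 in SC31 E2. The ratio of the 25% of spots with the lowest mouse share to the 25% with the highest was 0.817 and 2.11, and is not used to decide. Human COL1A1 led a mouse-rich region of GS3 E2, was 12.6 times higher in the 25% of spots with the highest mouse share than in the 25% with the lowest and followed mouse Col1a1 with a rho of 0.473, just below the 0.5 set in advance. With 2612 human against 52489 mouse UMIs, misassigned mouse reads may account for it and were not excluded.

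The mouse skeletal muscle list was counted in SC31 placebo with 471 UMIs, at 111 CPM, and in SC31 E2 at 5.19 CPM. Its 20 highest spots held 78.6% of its UMIs and 0.949% of all mouse UMIs, and their median mouse share was 14.6% against 13.1% over the section. These 20 spots were picked by the same UMIs, which were found in 121 spots, and whether they lay next to each other was not tested. The values therefore do not show a single piece of tissue. A small piece of host muscle in the section stays a candidate source, and the fall of Acta1 and Ckm with E2 could then reflect what was sectioned.

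The immunoglobulin gene IGHG4 led a region of GS3 placebo and stood at 143 CPM there and 33.6 CPM in GS3 E2, against 2 UMIs in SC31 placebo and 43 UMIs in SC31 E2. Human plasma cells carried along with the tumour would bring light chains and JCHAIN. The highest of these in GS3 placebo was IGLC1 at 0.043 CPM, and IGKC and JCHAIN had 0 UMIs, which argues against plasma cells. No other source was tested.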
